A study of Mus musculus with 36 samples.

How the data were processed

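The series measured polyA-selected RNA by sequencing in brain tissue of 36 mice that were 37 to 45 days old. Per the labels, the animals were Ndufs4 knockout (KO) or wild type (WT) and were given CP2, an inhibitor of mitochondrial complex I, or vehicle by gavage for 3 days. The series' design text names hippocampus and cortex as the tissue collected, while every sample carries the tissue label brain, so the share of each region in a sample is not known from the labels. Each title carries the letter F or M and a number that differs in every sample. Genotype, treatment and this letter define 8 groups: 6 of them hold 5 samples and 2 hold 3 samples. No sample number is shared between groups, and no pairing was used.

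The deposited file is a table of raw counts per Ensembl gene with 56985 rows. Its last 5 rows are the summary lines that htseq-count writes, per the row names in the file, and they were left out of the gene counts. Per the labels' protocols, total RNA was extracted with a Trizol-based kit, enriched for polyA and made into Illumina TruSeq libraries. The aligner, the genome build, the annotation release, the strandedness and any read filter are not stated in the labels or the file. For that reason no coordinates are given, overlapping and antisense genes are uncertain, and counts of genes with near-identical copies, such as the histone clusters, depend on how the authors' counting treated reads with several matches. Gene symbols were taken from a GENCODE M21 name table, which matched 52073 of the 56980 gene identifiers (91.4%), holding 97.2% of the counts. The same annotation gave transcript length, GC content and the neighbours of Ndufs4. All sample columns of the table matched a sample title.

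Gene counts summed to between 4.61e+07 and 8.86e+07 per sample (median 5.47e+07). The gene ENSMUSG00000119584, without a symbol in the name table, took 0.856% to 6.01% of a sample's counts (median 1.62%). It took at most 3.20% in F samples. In M samples it took at least 3.26%, except in L266 (1.01%) and L303 (1.60%). Levels are given in CPM (counts-per-million), and counting error was not separated from the spread between animals. The share of reads that htseq-count placed outside annotated genes was taken over all rows of the table and ranged from 5.09% to 13.2% (median 7.61%). Replicates were compared before use over 66 pairs of samples from the same group. Pearson correlation of log2 CPM was between 0.984 and 0.996. The mean chi-square per gene was between 13.5 and 143, so no pair agreed within sampling noise. In KO CP2 M every pair with sample L266 had a mean chi-square of at least 98.6, and every other pair at most 49.4. ENSMUSG00000119584 took 1.01% of the counts in L266 and 4.79% to 5.87% in the other samples of this group. A single gene of that size can raise the mean, which was not computed without it, so the excess does not show a difference across many genes. Pearson correlations with L266 (0.993 to 0.995) were not the lowest of that group.

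Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (TMM library sizes, filterByExpr on the 8 groups, estimateDisp, robust glmQLFit, glmQLFTest). The fit used all 36 samples with a coefficient per group and tested 25601 genes in 14 contrasts. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and a gene was called at an adjusted p under 0.05. Averages of F and M weighted both equally. Standard errors are the log2 fold change divided by the square root of the F statistic. The same functions were tested on simulated data, drawn from each gene's mean over all samples, the real library sizes and the trend of the dispersions. In them 200 genes with a mean CPM of at least 1 were changed 3-fold in each of 2 groups. Spread specific to a gene and factors shared between genes were not simulated, so the rates below hold only without them. Of 25601 simulated genes, 24596 passed the filter. In the contrast of 5 against 5 samples 98.5% of the 200 changed genes were called with 10 unchanged genes, in that of 3 against 3 samples 92.5% were called with 11 unchanged genes, and 0 genes were called in a contrast without change.

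Levels are CPM on TMM library sizes, computed here. For single genes and gene set scores, log2 CPM used a prior count of 2, and groups were compared with exact two-sided permutation tests of the difference in means. A set score is the mean log2 CPM of the set's tested genes in a sample. The lists fixed before the data were examined were nuclear complex I genes, mitochondrial DNA genes, integrated stress response genes and glial activation genes. Their 24 score comparisons were adjusted together, and calls within a list were adjusted over that list alone as well as over all genes. Correlations across genes describe these estimates, since genes are not independent replicates.

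Genes named in the text follow a rule fixed before the data were examined. Ndufs4, Xist and Ddx3y were always named. From each contrast came up to 4 genes higher and 4 lower with the largest absolute log2 fold change among called genes with a mean CPM of at least 1 and no overlap between the groups' samples, within F and within M for averages. For differences of differences, up to 2 each way were taken without the overlap condition. From each fixed list at most 3 genes were named, with an adjusted p under 0.05 over the list. The text gives the first genes of each such selection in order of size, or in order of p for the fixed lists, and not all that the rule allows.

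Alternatives fixed beforehand were DESeq2 size factors in edgeR, no filter on low counts, a filter at 1 CPM in 3 samples, the Wald test of DESeq2 1.42.0, a fit on the compared groups alone, the title number as a linear covariate, 2 surrogate variables from sva 3.50.0, and leaving out each replicate of the compared groups in turn. Further covariates were added after the data had been seen: the share of reads outside annotated genes, and a hippocampal CA marker score. For set scores the alternatives were DESeq2 size factors, the mean of z-scores, genes with a mean CPM of at least 5, camera in limma 3.58.1 with an inter-gene correlation of 0.01, and leaving out replicates. For other splits of the samples, labels were exchanged within F and within M and the model was refitted, with 30 splits per contrast, the real one included, or all 10 for 3 against 3. The number of splits was set by run time. Python 3.11.15 with scipy 1.17.1 ran the permutation tests.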

Results

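The data set held gene counts from the brains of 36 mice. Ndufs4 encodes a subunit of respiratory complex I, and mice lacking it are used as a model of Leigh-like mitochondrial disease. CP2 is a small molecule that inhibits complex I. The design asks how the knockout changes brain expression, whether CP2 changes it in either genotype, and whether the CP2 effect depends on genotype. The groups with the letter F were KO with CP2, KO with vehicle, WT with CP2 and WT with vehicle, each with 5 samples. Those with the letter M were KO with CP2 and WT with CP2, each with 5 samples, and KO with vehicle and WT with vehicle, each with 3 samples. Mean depth per group ran from 4.97e+07 ± 4.601e+06 gene counts (SD, n = 3) in KO vehicle M to 6.57e+07 ± 1.31e+07 (SD, n = 5) in KO CP2 M.

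The targeted gene, Ndufs4 (ENSMUSG00000021764), was detected in all samples and was lower in KO. In F with vehicle, KO samples had 34.4 ± 2.84 CPM (SD, n = 5) and WT samples 53.4 ± 5.51 CPM (SD, n = 5). In M with vehicle the values were 28.2 ± 1.19 CPM (SD, n = 3) and 44.6 ± 5.60 CPM (SD, n = 3). With CP2, KO samples had 35.4 ± 2.48 CPM (SD, n = 5) in F and 35.6 ± 3.60 CPM (SD, n = 5) in M, against 52.2 ± 6.61 CPM (SD, n = 5) and 45.2 ± 2.44 CPM (SD, n = 5) in WT. In each of these 4 comparisons every KO sample lay below every WT sample. The difference in mean log2 CPM was -0.63 in F with vehicle (exact two-sided permutation p = 0.00794), -0.55 in F with CP2 (exact p = 0.00794) and -0.35 in M with CP2 (exact p = 0.00794). Adjusted over the 4 comparisons these became exact permutation p = 0.0106. In M with vehicle it was -0.66 (exact two-sided permutation p = 0.1, the smallest that 3 against 3 samples allow). In the edgeR test, Ndufs4 was called higher with CP2 than vehicle in KO M (log2 fold change 0.34, SE 0.099, adjusted p = 0.0368). In KO F it was not called (0.04, SE 0.085, adjusted p = 0.924). With the share of reads outside annotated genes as a covariate 0 genes were called for CP2 in KO M. KO samples kept a large part of the WT level, so the counts show a lower level of Ndufs4 and not its loss. The genotype is taken from the labels. Counts over the whole gene do not show which part of the transcript the reads in KO came from.

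**Figure D1:**
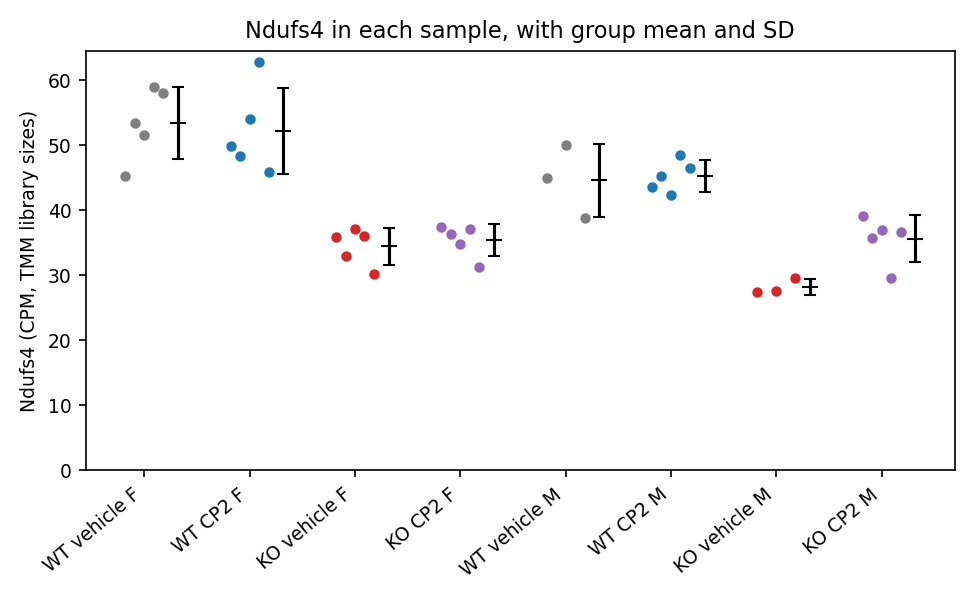
Ndufs4 in counts-per-million (vertical axis) in each of the 36 samples (points) by group, with bars for the group mean and SD. Within F and within M, and within each treatment, all KO samples lie below all WT samples.

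Xist and Ddx3y were read as a check on the letter in the titles. Xist (ENSMUSG00000086503) lay between 439 and 798 CPM in the 20 F samples. In the 16 M samples it was at most 0.83 CPM, except for the KO CP2 M sample L291 at 47.3 CPM. Ddx3y (ENSMUSG00000069045) lay between 61.8 and 84.5 CPM in the M samples, with 80.8 CPM in L291, and was at most 0.21 CPM in the F samples. Sample L291 was kept except where each replicate was left out in turn.

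The share of reads outside annotated genes was compared between genotypes and between treatments within F and within M, and none of these 8 differences passed an adjusted p of 0.05. F and M were not tested against each other. In WT the share was higher in M, with 10.2% ± 1.22 (SD, n = 3) with vehicle and 11.5% ± 1.64 (SD, n = 5) with CP2, than in F, with 6.02% ± 0.714 (SD, n = 5) with CP2. It was 9.24% ± 2.56 (SD, n = 5) in KO vehicle F and 5.995% ± 0.740 (SD, n = 5) in WT vehicle F (exact two-sided permutation p = 0.0397, 0.106 after adjustment over 8 comparisons). In KO M it was 7.33% ± 1.41 (SD, n = 5) with CP2 and 12.1% ± 0.885 (SD, n = 3) with vehicle, without overlap (exact two-sided permutation p = 0.0179, the smallest these sizes allow, and 0.0716 after adjustment). Under CP2 in M it was lower in KO than WT (difference -4.14, exact two-sided permutation p = 0.0159, 0.0716 after adjustment). In WT it differed by 0.029 percentage points between CP2 and vehicle in F (exact permutation p = 0.976) and by 1.24 in M (exact permutation p = 0.357). The labels give no sequencing or library batch, so no relation could be recomputed within one.

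**Figure D2:**
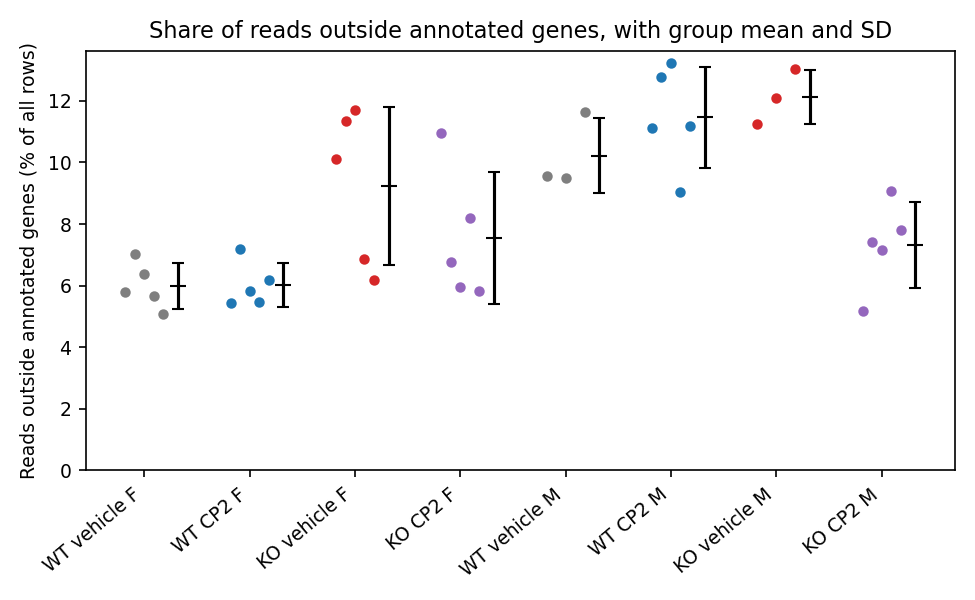
Reads outside annotated genes as a percentage of all rows of the count table (vertical axis) in each sample (points) by group, with bars for the group mean and SD. The 3 KO vehicle M samples lie above the 5 KO CP2 M samples.

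The comparison of KO with WT in vehicle-treated animals asks what the knockout does without the inhibitor. Averaged over F and M, 1708 of 25601 genes were called, 736 higher and 972 lower in KO, with a median absolute log2 fold change of 0.35 among them. The alternative that moved this count most was the share of reads outside genes as a covariate, chosen after seeing the data, under which 260 of these 1708 genes were called. Wnt10b rose by 2.37 on the log2 scale (SE 0.46, adjusted p = 0.00172) and S100a4 by 2.04 (SE 0.49, adjusted p = 0.0095). Hist2h3c2 fell by 1.87 (SE 0.30, adjusted p = 0.000157), Hist1h4h fell by 1.72 (SE 0.32, adjusted p = 0.000768) and Hist1h2be fell by 1.53 (SE 0.21, adjusted p = 2.44e-05). These 5 genes were called under all the alternatives for this contrast that kept every sample. Over the 16 fits that each left out a replicate, the S100a4 change ran from 1.26 to 2.28. Levels were low: Wnt10b had 5.90 ± 5.35 CPM (SD, n = 5) in KO vehicle F and 0.78 ± 0.477 CPM (SD, n = 5) in WT vehicle F, and Hist1h2be had 1.99 ± 0.645 CPM (SD, n = 5) and 5.57 ± 1.94 CPM (SD, n = 5). Histone cluster genes resemble each other in sequence, and their single values are uncertain for that reason.

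Separated by title letter, 1270 genes were called in F (518 higher, 752 lower) and 132 in M (58 higher, 74 lower). In F, Wnt10b rose by 2.92 on the log2 scale (SE 0.56, adjusted p = 0.00231) and Gm15564 by 2.22 (SE 0.54, adjusted p = 0.0169), while Hist2h3c2 fell by 1.84 (SE 0.36, adjusted p = 0.00213) and Ppp1ccb fell by 1.60 (SE 0.30, adjusted p = 0.00133). Gm15564 had 5.49 ± 8.0 CPM (SD, n = 5) in KO vehicle F, with a highest sample at 19.8 CPM. Its log2 fold change was 0.70 in the lowest of the 10 fits that each left out a replicate. In M, Atp2c2 rose by 2.48 (SE 0.50, adjusted p = 0.0128) and Cngb1 fell by 2.47 (SE 0.60, adjusted p = 0.0486). Across the 25601 genes, the F and M log2 fold changes had a Pearson correlation of 0.18 (jackknife SE 0.089) and a Spearman correlation of 0.26. Of the 1270 genes called in F, 83.5% had the same sign in M, and of the 132 called in M, 85.6% had the same sign in F. Both lists shared 48 genes, 47 of them with the same sign.

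The difference between the F and M effects of the knockout was tested directly. It was called for 26 genes, of which 25 had the lower KO effect in F. Among them were Smoc2 (log2 difference -1.43, SE 0.26, adjusted p = 0.0163) and Adra1d (-1.32, SE 0.24, adjusted p = 0.0163). Neither was called with the hippocampal CA score as a covariate, where 0 genes were called and 1976 had an unadjusted p under 0.05.

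Under CP2, KO and WT differed at 2972 genes on average over F and M, 1419 higher and 1553 lower in KO. Ifit3 rose by 1.20 on the log2 scale (SE 0.17, adjusted p = 1.69e-05), from 7.32 ± 0.824 CPM (SD, n = 5) in WT CP2 F to 15.7 ± 3.52 CPM (SD, n = 5) in KO CP2 F. Cela1 rose by 1.15 on the log2 scale (SE 0.17, adjusted p = 1.43e-05). Dnase1l2 fell by 1.61 (SE 0.26, adjusted p = 6.53e-05), Adam8 fell by 1.53 (SE 0.20, adjusted p = 3.21e-06) and Dok3 fell by 1.501 (SE 0.17, adjusted p = 1.38e-07). Dok3 had 2.49 ± 0.525 CPM (SD, n = 5) in KO CP2 M and 8.30 ± 2.54 CPM (SD, n = 5) in WT CP2 M.

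The effect of the knockout under CP2 was set against that in vehicle, over genes chosen in the other letter. For F samples, over the 132 genes called in M, the slope was 0.62 (jackknife SE 0.17) and the Pearson correlation 0.86. For M samples, over the 1270 genes called in F, the slope was 0.073 (jackknife SE 0.12) and the Pearson correlation 0.079. Taken over all tested genes the slopes were 0.23 for F and -0.02 for M. The jackknife SE was taken from differences of mean log2 CPM. In F the share of reads outside genes was higher in KO than WT by 3.247 percentage points with vehicle and 1.517 under CP2. In M it was 1.899 higher with vehicle and 4.14 lower under CP2. The slopes were not run with the share as a covariate, so the lower slope in M cannot be told apart from this difference.

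CP2 was compared with vehicle within each genotype to ask what the inhibitor changes. In WT, 0 genes were called on average over F and M, 0 in F and 0 in M. At an unadjusted p under 0.05 there were 1031, 679 and 777 genes, where uniform p-values would give 1280 of the 25601. Other splits of the WT samples gave medians of 544, 922 and 442. The counts on average and in M thus lay above the median of other splits, and that in F below it. As many genes were reached in 2, 26 and 5 of 30 splits, the real one included. In KO, 1002 genes were called on average, 532 higher and 470 lower with CP2 (53.1% higher). With the title number as a covariate 51 were called, 13.7% of them higher. With the share of reads outside genes as a covariate this count was 0, with 1932 at an unadjusted p under 0.05. Hist1h2bc rose by 0.64 on the log2 scale (SE 0.11, adjusted p = 0.00176) and Gm10282 by 0.45 (SE 0.14, adjusted p = 0.0495), while Gm30731 fell by 1.05 (SE 0.25, adjusted p = 0.0121) and L3mbtl1 fell by 0.73 (SE 0.096, adjusted p = 6.03e-05). None of these 4 genes was called with that covariate. L3mbtl1 had 5.87 ± 1.13 CPM (SD, n = 5) in KO CP2 M and 11.6 ± 0.967 CPM (SD, n = 3) in KO vehicle M, against 6.73 ± 0.655 CPM (SD, n = 5) and 9.42 ± 1.49 CPM (SD, n = 5) in F.

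In M, 1306 genes were called for CP2 in KO (604 higher, 702 lower), and in F 22 were called (14 higher, 8 lower). The order of these counts depended on the covariate. Under the share of reads outside genes 0 were called in M, with 2297 at an unadjusted p under 0.05, and 29 in F. With 2 surrogate variables 0 were called in M, with 1979 at an unadjusted p under 0.05, and 43 in F. In F the largest changes under the naming rule were those of Car15 (log2 fold change 1.09, SE 0.24, adjusted p = 0.0469), Neurod6 (0.97, SE 0.18, adjusted p = 0.0296), Ankfn1 (-0.81, SE 0.18, adjusted p = 0.0469) and Mfsd2a (-0.67, SE 0.13, adjusted p = 0.0262). Neurod6 had 64.6 ± 20.1 CPM (SD, n = 5) with CP2 and 33.0 ± 9.39 CPM (SD, n = 5) with vehicle, and it is among the hippocampal CA marker genes. In M they were those of Cngb1 (2.23, SE 0.56, adjusted p = 0.0157), Gm28729 (2.20, SE 0.56, adjusted p = 0.0151), Gm45743 (-2.26, SE 0.44, adjusted p = 0.00148) and Gm44846 (-2.13, SE 0.51, adjusted p = 0.0111), none of them called with the share of reads outside genes as a covariate. The F and M log2 fold changes had a Pearson correlation across genes of 0.090 (jackknife SE 0.15). Of the 22 genes called in F, 36.4% had the same sign in M, and of the 1306 called in M, 67.8% had the same sign in F. The F minus M difference itself was called for 177 genes, 89 higher and 88 lower, among them Gm44829 (1.99, SE 0.50, adjusted p = 0.0473) and Casr (-1.84, SE 0.46, adjusted p = 0.0492). In WT the F minus M difference in the CP2 effect was called for 0 genes, with 547 at an unadjusted p under 0.05.

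**Figure D3:**
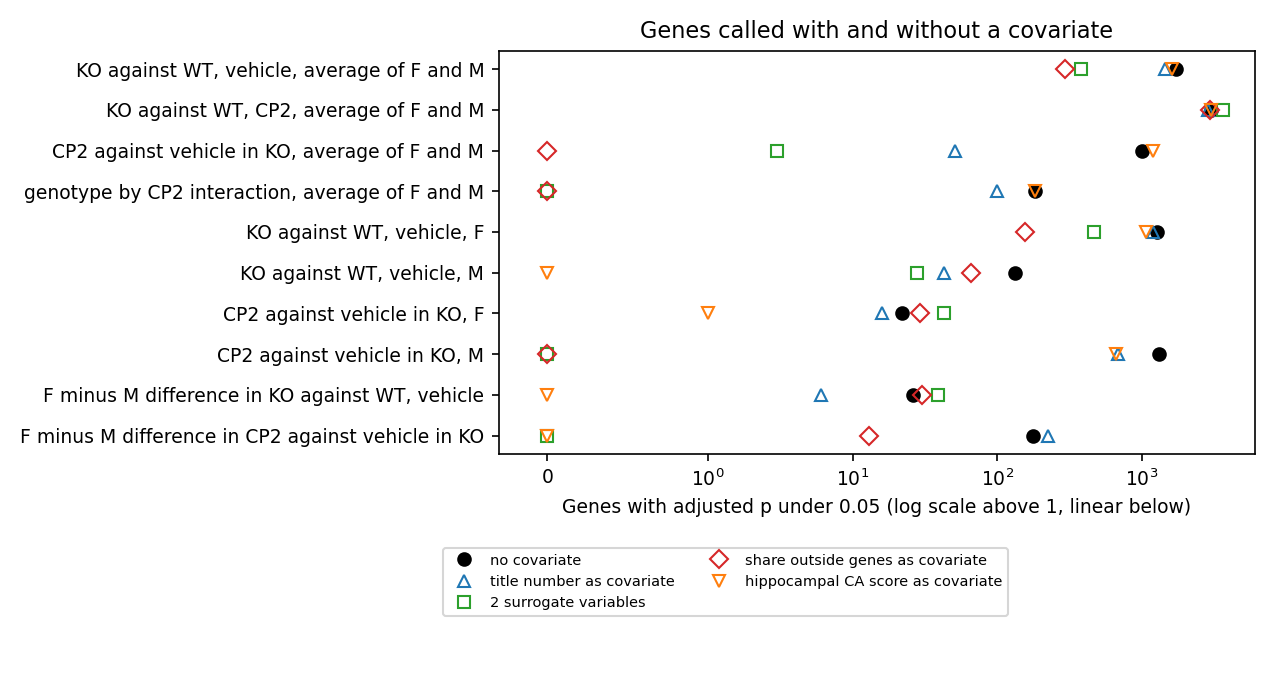
Genes with an adjusted p under 0.05 (horizontal axis, logarithmic above 1) in the 10 contrasts with any call (vertical axis), without a covariate and with each of 4 covariate settings (symbols). The average KO against WT contrast under CP2 stayed between 2858 and 3641 genes, while the average CP2 contrast in KO ran from 0 to 1185.

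The interaction of genotype and CP2 asks whether CP2 acts differently in KO and WT. On average over F and M it was called for 183 genes, 81 higher and 102 lower. Dnaic2 had an interaction of 1.16 on the log2 scale (SE 0.23, adjusted p = 0.0198), and Cd180 of 0.99 (SE 0.25, adjusted p = 0.0465). Gm37677 had an interaction of -1.79 (SE 0.39, adjusted p = 0.0222) and Gm45743 of -1.68 (SE 0.42, adjusted p = 0.0401). With the share of reads outside genes as a covariate 0 genes were called, with 1870 at an unadjusted p under 0.05.

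Scores of the fixed gene lists were compared between groups in 24 tests, which did not include KO against WT under CP2, and none passed an adjusted p of 0.05, the smallest being an adjusted permutation p of 0.375. In KO M, the score of 13 mitochondrial DNA genes was 0.30 higher with CP2 than with vehicle on the log2 scale, in 5 of 5 samples (exact two-sided permutation p = 0.0179, the smallest 5 against 3 samples allow, and 0.375 after adjustment). The score of 36 nuclear complex I genes was 0.28 higher (exact permutation p = 0.0536) and that of 25 glial activation genes 0.41 higher (exact permutation p = 0.0714), each in 5 of 5 samples. Leaving out each replicate in turn gave 0.19 to 0.37 for the mitochondrial DNA score in KO M. It gave 0.23 to 0.34 for the complex I score and 0.22 to 0.58 for the glial score. The share of reads outside genes was lower in KO CP2 M than in KO vehicle M (7.33% against 12.1%), and the scores were not adjusted for it. In KO against WT with vehicle in F, the nuclear complex I score differed by -0.13 (exact permutation p = 0.0952) and the mitochondrial DNA score by -0.14 (exact permutation p = 0.0952), while in M the latter was 0.16 higher (exact permutation p = 0.4). The largest of the 24 differences was that of the glial activation score for KO against WT with vehicle in M, 0.57 higher in KO, with 3 of 3 KO samples above the WT mean (exact permutation p = 0.2, where 0.1 is the smallest possible). Set scores of 20 integrated stress response genes differed by at most 0.20 in size.

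**Figure D4:**
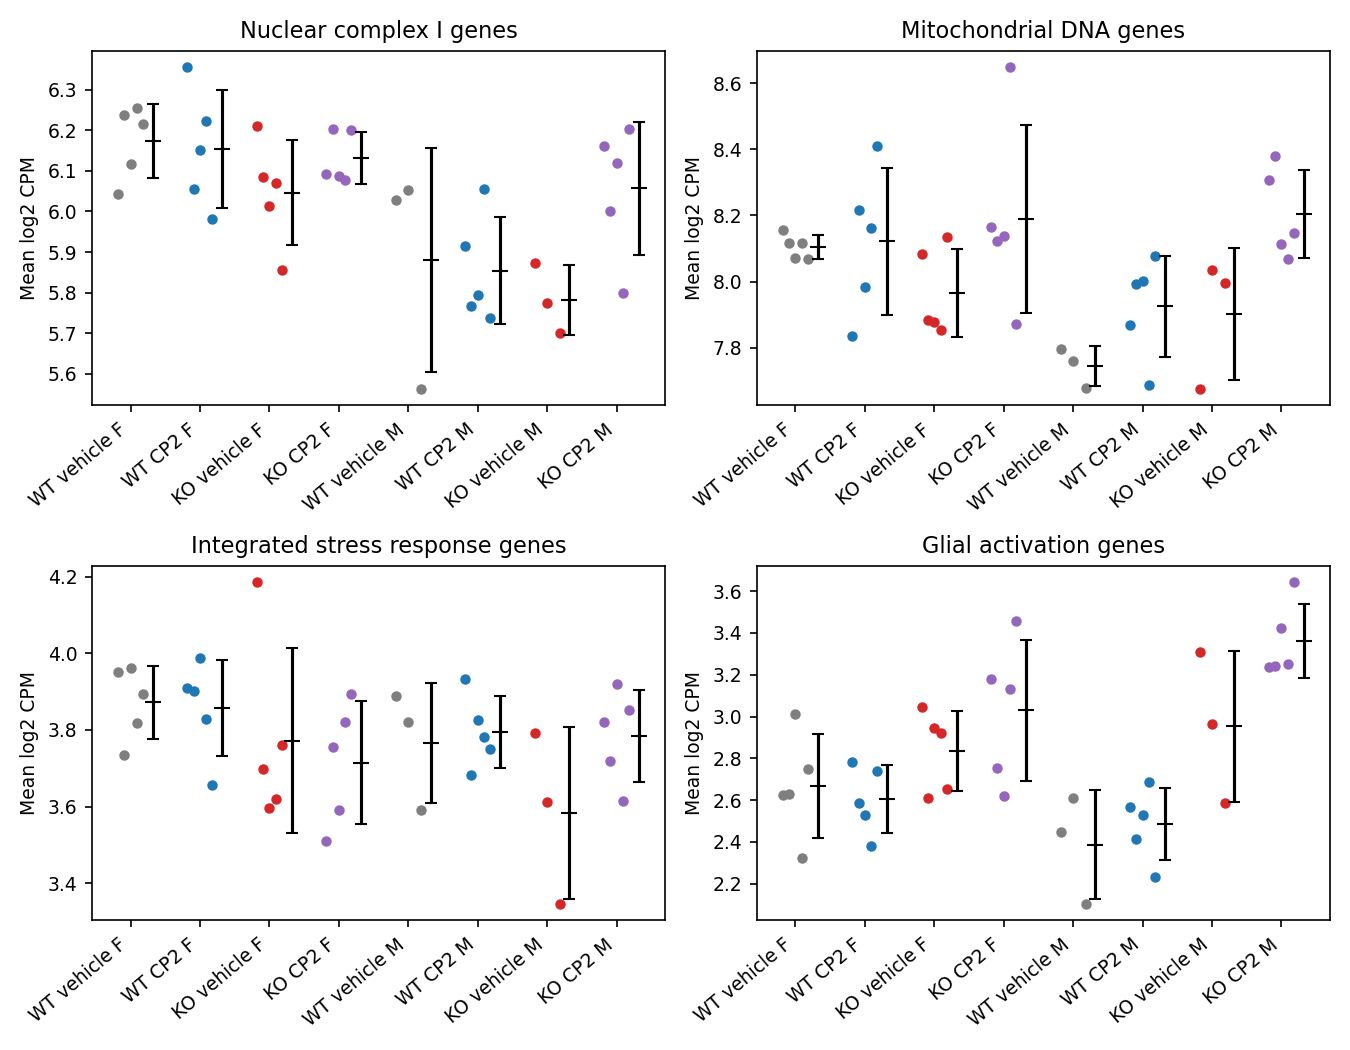
Mean log2 CPM (vertical axes, not starting at 0) of the 4 fixed gene lists in each sample (points) by group, with bars for the group mean and SD. All 5 KO CP2 M samples lie above the mean of the KO vehicle M samples in each panel.

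Gene by gene, adjusted over the list alone, 20 of 36 nuclear complex I genes were called for CP2 against vehicle in KO on average. All 20 were higher, against 4 calls when adjusted over all genes. By letter, 0 were called in F (median log2 fold change 0.084) and 20 in M (median 0.303). In KO against WT with vehicle 8 were called on average, all lower, against 5 over all genes. Ndufc1 fell by 0.35 in KO with vehicle (SE 0.069, list adjusted p = 0.000301) and rose by 0.29 with CP2 in KO (SE 0.065, list adjusted p = 0.00272), Ndufb2 fell by 0.36 in KO with vehicle (SE 0.079, list adjusted p = 0.000986), and Ndufb9 was 0.31 higher in KO than WT under CP2 (SE 0.061, list adjusted p = 0.00032). Of 13 mitochondrial DNA genes, 12 were called higher with CP2 in KO on average, against 3 over all genes. Within F 1 of them was called for CP2 in KO and within M 8, all higher. In KO against WT under CP2, 6 were called higher, against 4. In KO against WT with vehicle on average 1 was called, against 1 over all genes: mt-Nd2, which fell by 0.37 (SE 0.080, list adjusted p = 0.000623). Among those called under CP2, mt-Nd6 was 0.48 higher (SE 0.074, list adjusted p = 1.62e-06) and mt-Nd5 0.38 higher (SE 0.068, list adjusted p = 1.21e-05). In WT, 0 genes of these lists were called for CP2 on average, with 0 at an unadjusted p under 0.05 in either list. For the interaction of genotype and CP2, 8 of 36 nuclear complex I genes were called over the list. All were higher, against 0 calls over all genes. Of the 13 mitochondrial DNA genes 0 were called for the interaction. With the share of reads outside genes as a covariate, 0 of all tested genes were called for CP2 in KO on average, for CP2 in KO M or for the interaction. The calls over the lists alone were not recomputed with it, so these changes cannot be told apart from a difference in that share.

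Of 25 glial activation genes, 18 were called higher in KO than WT under CP2, against 13 over all genes, and 4 with vehicle, against 4. Within M 3 were called with vehicle, all higher. Within F 1 was called with vehicle, and it was lower: C1qb (log2 fold change -0.48, SE 0.14, list adjusted p = 0.0462). Clec7a was 2.17 higher under CP2 (SE 0.29, list adjusted p = 4.87e-08), with 1.56 ± 0.285 CPM (SD, n = 5) in KO CP2 F and 0.377 ± 0.0448 CPM (SD, n = 5) in WT CP2 F. Ctss was 0.65 higher (SE 0.082, list adjusted p = 4.87e-08) and Trem2 0.59 higher (SE 0.11, list adjusted p = 4.34e-05). For CP2 against vehicle in KO on average, 10 were called higher, against 5 over all genes. In F 2 were called for this contrast and in M 7, all higher. For the interaction 8 glial genes were called over the list, all higher, against 0 over all genes, and 0 stress response genes. These list calls for CP2 in KO and for the interaction were not recomputed with the share of reads outside genes as a covariate. With it 0 of all tested genes were called for the interaction, and 0 for CP2 in KO on average or in M. Of 20 stress response genes, 5 were called lower in KO with vehicle, against 2 over all genes, among them Mthfd2 (-0.66, SE 0.15, list adjusted p = 0.00123), and under CP2 5 were called, 2 higher and 3 lower, against 4 over all genes. Among these Atf4 was lower in KO than WT (log2 fold change -0.34, SE 0.080, list adjusted p = 0.00402) and Psph was higher (0.20, SE 0.064, list adjusted p = 0.0178). Atf3 was called higher in KO vehicle F (log2 fold change 3.03, SE 0.78, list adjusted p = 0.00604), with 6.54 ± 12.5 CPM (SD, n = 5) and a highest sample at 28.9 CPM, and the fold change was 0.26 in the lowest of the 10 fits that each left out a replicate.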

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

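The tests of Ddx3y in L291 and of the share of reads outside genes in L246 were chosen only after those results had been seen, and so were the covariates for the share of reads outside genes and for the hippocampal CA score. The range of each group of 5 samples was examined for 13 measures, 78 groups in all. In 7 of them the gap between the extreme sample and its nearest neighbour exceeded the critical share of the range (0.71), where 3.9 are given by chance.

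Xist in the KO CP2 M sample L291 stood apart from the other 4 samples of its group, with a gap of 0.853 of the range on the log2 scale. It had 47.3 CPM, against at most 0.15 CPM in the others, which is 7.53% of the mean of 628 CPM in F samples. If reads from an F sample had been mixed in at that share, Ddx3y would be lower by about as much. Ddx3y was 80.8 CPM in L291 and between 71.4 and 84.5 CPM in the other 4, with a coefficient of variation of 7.98%, so a loss of that size could not be resolved. A mixture with an F sample may therefore be the source of the Xist reads, and Xist expression in the animal itself cannot be told apart from it.

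Ddx3y gave gaps in 2 groups. In WT CP2 F the sample L311 had 0.21 CPM while the others had 0, a gap of 1.0 of the range. In WT CP2 M the sample L263 had 61.8 CPM, with a gap of 0.744 on the log2 scale. Total gene counts stood apart in the KO CP2 M sample L292, with 8.86e+07 counts and a gap of 0.766, and in the WT CP2 M sample L262, with 7.75e+07 counts and a gap of 0.814. Library size enters the model as an offset. No explanation of these 4 gaps was tested.

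The KO vehicle F sample L246 stood apart in the integrated stress response score, with a gap of 0.721, and in a score of 12 immediate early genes, with a gap of 0.716. The immediate early score was 8.19 in L246, at most 4.91 in the other 4 samples of the group and at most 6.34 in any other sample. Fos had 644 CPM in L246 and between 4.53 and 73.2 CPM in the other 35 samples. Over those 35 samples the score and the share of reads outside genes had a Pearson correlation of -0.188 (permutation p = 0.279) and a Spearman correlation of -0.19 (permutation p = 0.274). Without the 2 samples farthest from the median share Pearson's r was -0.209. It was -0.443 in F (permutation p = 0.0577) and 0.299 in M (permutation p = 0.258). The cortical marker score of L246 was 6.28, inside the range from 6.16 to 6.84 of its group. Neither test accounts for the sample. Neuronal activity before or during tissue collection may be an explanation, but no label records it, and no biological explanation was tested.

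The effect of the knockout in vehicle differed between F and M for 26 genes, and 1 of 30 splits of the samples, the real one, gave as many. The other splits remove the knockout effect itself, so they do not test whether the F and M effects are equal. With the share of reads outside genes as a covariate 30 genes were called, with the title number 6, and with the hippocampal CA score 0, with 1976 at an unadjusted p under 0.05. That score was lower in KO than WT in F (difference -0.41, exact two-sided permutation p = 0.00794, adjusted 0.0318) and 0.50 higher in M (exact permutation p = 0.1, the smallest 3 against 3 samples allow). Under this covariate the median effect of the 26 genes was 0.769 of its size and the median SE 1.35 times as large, so both a smaller effect and a wider error lie behind the loss. A different share of hippocampal tissue in the samples cannot be told apart from the difference, nor can a change in those neurons themselves.

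The CP2 effect in KO differed between F and M for 177 genes, and 1 of 30 splits gave as many. The other splits remove the CP2 effect itself, so they do not test whether it is equal in F and M. With the title number as a covariate 222 genes were called, with the share of reads outside genes 13, and with the hippocampal CA score 0, with 2103 at an unadjusted p under 0.05. The hippocampal score rose with CP2 in KO F by 0.56 (exact two-sided permutation p = 0.00794, adjusted 0.0318) and fell by 0.23 in KO M (exact permutation p = 0.0179, adjusted 0.0358). In WT M it rose by 0.36 with CP2 (exact permutation p = 0.0179, adjusted 0.0358), where 0 genes were called and 777 had an unadjusted p under 0.05. That shift was smaller than the 0.56 in KO F, and the shifts in KO F and KO M were opposite. The WT M result therefore cannot decide whether the score goes with the 177 genes. Under the hippocampal covariate the median effect of the 177 genes was 0.817 of its size and the median SE 1.33 times as large. The share of reads outside genes may account for part of these calls, and the tissue share cannot be told apart from them.

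The interaction of genotype and CP2 was called for 183 genes, and 1 of 30 splits gave as many. The other splits remove the CP2 effect in both genotypes, so they do not test whether it is equal in KO and WT. With the title number as a covariate 99 genes were called, 86 of them among the 183. With the share of reads outside genes 0 were called, with 1870 at an unadjusted p under 0.05, the median effect of the 183 genes was 0.687 of its size and the median SE 1.13 times as large. Of the 183 genes, 153 stayed at an unadjusted p under 0.05 with that covariate, and 100% kept their sign. With the hippocampal CA score 183 genes were called, of which 173 were among those called without it. A part of the interaction cannot be told apart from a difference in the share of reads outside genes.

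That share itself lies outside the gene counts. It was 3.247 percentage points higher in KO than WT in vehicle F (exact two-sided permutation p = 0.0397, 0.106 after adjustment over 8 comparisons). Reads outside annotated genes can come from unspliced or intergenic RNA or from genomic DNA, and a biological change in such RNA is possible too. The deposited counts do not separate these, and no test of the source was made. As a covariate the share reduced the genes called for KO against WT in vehicle on average from 1708 to about 2.9e+02, of which 260 were among the 1708, in F from 1270 to 156 and in M from 132 to 66. It reduced those for CP2 against vehicle in KO M from 1306 to 0, with 2297 at an unadjusted p under 0.05, and on average from 1002 to 0, with 1932 at an unadjusted p under 0.05. In KO F the count went from 22 to 29, and for KO against WT under CP2 from 2972 to 2952, of which 2352 were among the 2972. Since the share differs between the groups compared, a covariate also removes part of any true group effect.

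If the share drove a contrast, genes that follow it inside other groups should change in the contrast too, with the sign of the difference in share. Slopes on the share were fitted inside groups outside each contrast and correlated with the log2 fold changes across genes, which are not independent replicates. Pearson's r was 0.293 for KO against WT in vehicle on average, 0.283 in F, -0.39 for CP2 against vehicle in KO M and -0.264 for that contrast on average. Spearman's rho was 0.292, 0.277, -0.376 and -0.319. The share differed by 2.57, 3.25, -4.80 and -3.25 percentage points, so all 4 signs were those of the share. A size of 0.3 in Pearson's r, set before the test, was passed in KO M alone, while Spearman's rho passed it for CP2 in KO on average too, and the values 0.293 and 0.283 lie close under it. The share may therefore account for part of these contrasts, most clearly for CP2 in KO M.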

How the results depend on the processing

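The covariates for the share of reads outside genes and for the hippocampal CA score were chosen after seeing the data, and the other alternatives before the data were examined. The count of genes for KO against WT under CP2 on average, 2972, stayed within 1.5 times under every alternative run, from 2267 to 3039 when each replicate was left out. With DESeq2 size factors in edgeR the 14 counts, 24 set scores and 4 Ndufs4 differences stayed in place, as did those 4 differences with a prior count of 0.5. The correlations between F and M and the slopes were not run with these settings. For each change below the cause was not tested, except where a covariate effect is given with its size among the explanations weighed above.

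With the share of reads outside genes as a covariate, KO against WT in vehicle gave about 2.9e+02 genes on average, 156 in F and 66 in M, CP2 in KO gave 0 on average (1932 at an unadjusted p under 0.05) and 0 in M (2297), the interaction 0 (1870), and the F minus M difference of CP2 in KO 13. With 2 surrogate variables these were 378, 466, 28, 3, 0 (1979), 0 (2227) and 0 (2037), and CP2 in KO F gave 43. With the title number, KO against WT in vehicle M gave 43 genes, CP2 in KO 51 on average and 678 in M, the interaction 99 and the F minus M difference of KO against WT 6. With the hippocampal CA score, KO against WT in vehicle M gave 0 (2129), CP2 in KO 1 in F and 656 in M, and both F minus M differences 0 (1976 and 2103).

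With the compared groups alone in the fit, CP2 in KO gave 152 genes on average and 0 in F (1410), KO against WT in vehicle 473 in F and 566 in M, CP2 in WT M 1, and the F minus M differences 4 for KO against WT and 0 for CP2 in KO (2854). The Wald test of DESeq2 gave 497 for the interaction, 361 for KO against WT in vehicle M, 193 for CP2 in KO F, 1 for CP2 in WT M, and 85 and 528 for the F minus M differences of KO against WT and of CP2 in KO. Without a filter on low counts KO against WT in vehicle F gave 828, and those differences 15 and 90. With a filter at 1 CPM in 3 samples KO against WT in vehicle M gave 226, and the F minus M difference of CP2 in KO 350. Under the Wald test the share of higher calls for KO against WT in vehicle was 53.5% on average against 43.1%, 54.9% in F against 40.8%, and 23.5% against 3.8% for its F minus M difference. For CP2 in KO on average it was 13.7% with the title number and 33.3% with 2 surrogate variables against 53.1%, for the interaction 31.3% with the title number against 44.3%, and for KO against WT in vehicle M 54.5% with the share of reads outside genes against 43.9%.

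Leaving out each replicate in turn gave from 745 to 2187 genes for KO against WT in vehicle on average, 577 to 2061 in F and 0 to 146 in M. For CP2 in KO it gave 196 to 1537 on average, 2 to 101 in F and 237 to 1754 in M. The interaction ran from 0 to 464 over 36 fits, and the F minus M differences from 0 to 63 for KO against WT and from 0 to 835 for CP2 in KO.

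The correlation of F and M effects moved to 0.265 for KO against WT and 0.296 for CP2 in WT over genes with a mean CPM of at least 10, and with the title number to 0.281 for CP2 in KO and 0.145 for CP2 in WT. The slope of the KO effect under CP2 on that in vehicle moved to 0.229 in F over all tested genes and to 0.297 in M over the 200 genes with the smallest p in F.

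None of the 24 set score comparisons, which left out KO against WT under CP2, passed an adjusted p of 0.05 in its exact test, while camera, which counts genes and not samples as its units apart from an assumed inter-gene correlation of 0.01, gave smaller adjusted p. For nuclear complex I genes these were 0.000438 and 0.000932 for KO against WT in vehicle F and M, both lower, 0.000683 and 8.3e-12 for CP2 in KO F and M, both higher, and 0.0481 for CP2 in WT M, lower. For mitochondrial DNA genes they were 0.0481, lower, in vehicle F and 0.0481, higher, in vehicle M, and 8.78e-05, 4.7e-05 and 0.00218 for CP2 in KO F, KO M and WT M, all higher. Stress response genes had 0.0481 for KO against WT in M, lower, and 0.0415 for CP2 in KO M, higher, and glial genes, all higher, 0.000438 for KO against WT in M, 0.00102 for CP2 in KO F and 0.000142 in KO M.

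Small score differences changed sign. For stress response genes CP2 in KO F became 0.041 as a mean of z-scores, 0.003 over genes with a mean CPM of at least 5, and positive in camera (adjusted p = 0.948), and CP2 in WT M became -0.082, -0.013 and negative in camera (adjusted p = 0.582). For glial genes KO against WT in vehicle F became -0.011 and -0.009, and CP2 in WT M -0.004, -0.077 and negative in camera (adjusted p = 0.759). Leaving out replicates gave for complex I genes -0.071 to 0.023 in WT F and -0.187 to 0.059 in WT M, for glial genes -0.151 to 0.022 and -0.043 to 0.211, for stress response genes -0.102 to 0.046 in KO F, -0.05 to 0.035 in WT F and -0.06 to 0.089 in WT M, and for mitochondrial DNA genes -0.055 to 0.088 in WT F, all for CP2 against vehicle.

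Among single named genes, 276 comparisons lost an adjusted p under 0.05 over the alternatives that kept all samples, 15 gained it, and 895 stayed on their side. The share of reads outside genes accounted for 70 of the losses and 2 surrogate variables for 65. The log2 fold change of mt-Atp6 for CP2 in KO F was 1.24 and became -0.031 with the hippocampal CA score. With each replicate left out in turn it ran from 0.10 to 1.47. That of Atf3 in the same contrast ran from -3.08 to 0.17 over such fits, positive without L246. Depth was not varied, and only 3-fold changes were simulated, so what limits the counts above at smaller changes was not tested.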

Other observations

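The tests in this part other than the splits, the title number, transcript length, GC content and the genes near Ndufs4 were chosen only after the results had been seen. For other splits of the samples, 1 of 30, the real one, gave as many genes for KO against WT in vehicle on average, for KO against WT under CP2, for CP2 in KO on average, for KO against WT in vehicle F and for CP2 in KO M. For KO against WT in vehicle M it was 1 of 10, the smallest share 3 against 3 samples allow. For CP2 in KO F 7 of 30 splits gave 22 genes or more, and another split gave 526, so those calls are not set apart from other groupings of the samples. In WT, the genes at an unadjusted p under 0.05 for CP2 were matched or exceeded in 2 of 30 splits on average, 26 in F, 5 in M and 20 for the F minus M difference.

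The title numbers of KO CP2 and KO vehicle samples do not overlap within F or within M. With the number as a covariate 1442 genes were called for KO against WT in vehicle on average, 1188 in F and 43 in M, 2858 for KO against WT under CP2, 51 for CP2 in KO on average, 16 in F and 678 in M. If the numbers follow the order of animals or of handling, such an order cannot be told apart from CP2 in KO.

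A difference in the share of hippocampal tissue was examined with the marker score as a covariate. The count was 1601 for KO against WT in vehicle on average and 1061 in F, 0 in M with 2129 at an unadjusted p under 0.05, 1185 for CP2 in KO on average, 1 in F and 656 in M. Of the 22 genes called in KO F, 19 stayed at an unadjusted p under 0.05 with this covariate, their median effect was 0.856 of its size and the median SE 1.38 times as large. The loss of calls there is thus mostly a wider error, from a score that separates the groups compared, and does not show that a tissue share accounts for them. Neurod6 is itself a member of the score. A cortical excitatory score differed by 0.261 for CP2 in KO F (exact two-sided permutation p = 0.183), by -0.235 for CP2 in KO M (exact p = 0.0714) and by -0.268 for KO against WT in vehicle F (exact p = 0.0873). For KO against WT in vehicle M it was 0.388 higher (exact p = 0.1, the smallest 3 against 3 samples allow), so its signs in F and M were opposite, as for the hippocampal score. Neurod6 belongs to both scores, so they are not independent. A dentate gyrus score was lower for KO against WT in vehicle in F (-0.595, exact permutation p = 0.0952) and in M (-0.084, exact permutation p = 0.9). For CP2 in KO it had the signs of the hippocampal score (0.576 in F, -0.347 in M). A cerebellar marker score was 0.768 higher for CP2 in KO M (exact permutation p = 0.0179, 0.0716 after adjustment). It was 0.581 higher for KO against WT under CP2 in M (exact permutation p = 0.00794, 0.0635 after adjustment). In F it was 1.026 higher for CP2 in KO (exact permutation p = 0.389) and 1.47 higher for KO against WT under CP2 (exact permutation p = 0.206). There the KO CP2 F samples L201 and L233 scored 5.887 and 4.07. The WT vehicle F sample L278 scored 3.716, and every remaining sample at most 2.341. The cerebellar score was not among the measures examined for samples that stood apart, and no explanation was tested. No difference in that score passed an adjusted p of 0.05.

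Transcript length and GC content were correlated with the log2 fold changes across 24676 genes (96.4% of those tested). Spearman's rho for length was -0.079 for KO against WT in vehicle on average, -0.093 in F, 0.004 for CP2 in KO M and -0.005 for CP2 in KO on average. For GC content it was -0.128, -0.089, 0.136 and 0.09. None reached the size of 0.3 set before the test. Of the 100 tested genes nearest to Ndufs4, 9 were called for KO against WT in vehicle on average, against 1673 of 24575 others (one-sided Fisher exact p = 0.242), so linked variants around the targeted gene did not stand out.

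Of 34 tested histone cluster genes, 30 had a log2 fold change below 0 for KO against WT in vehicle on average, and 8 were called lower and 0 higher. The direction was the same for at least 29 of 34 under the normalizations, filters and covariates tried, with 14 of 15 under the stricter filter. With the share of reads outside genes as a covariate 4 were called lower. These transcripts mostly lack polyA tails and resemble each other, so differences in selection or RNA quality may contribute, and that share remains a candidate explanation.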
